A study of Homo sapiens with 2 samples. Its data were reported in "DNA 5mC methylation inhibits the formation of G-quadruplex structures in the genome" (2025).

How the data were processed

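CUT&Tag is an assay in which a Tn5 transposase, tethered to an antibody bound to chromatin, cuts and tags the DNA around the antibody, so that sequenced fragments pile up where the target lies. Here the target was the G-quadruplex (G4), a structure that guanine-rich DNA can form, and the cells were HEK293T, an established human embryonic kidney line. The 2 libraries were 1 of wild-type cells (WT) and 1 of cells that carry a mutation of DNMT1, the maintenance DNA methyltransferase (DNMT1-KO). Groups were taken from the genotype given for each library. There were no replicates, so no test was made across genotypes. Each value, and each ratio between the libraries, describes these 2 libraries only.

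According to the methods of the study, read pairs were aligned to hg38 with Bowtie2, duplicates were removed with Picard, blacklisted regions were removed and peaks were called with MACS2. Both lists nevertheless hold peaks on the mitochondrial sequence and at nuclear copies of it, and whether the removal was applied to these lists, or which regions it covered, was not settled. Each deposited list gives, for each peak, its interval, a score, a fold enrichment, a −log10 p-value, a −log10 q-value and the position of the summit. The fold enrichment, a ratio of the fragments at the summit to the local background, was computed by the authors with MACS2 within each library. The deposited −log10 p-value and −log10 q-value come from the same peak call, and the deposited score is a rescaled, truncated form of the −log10 q-value. The score was not used beyond that check. Fold enrichment is the authors' value. It was itself used only within its own list, to describe, rank or filter peaks. It also served to recover the depth behind each peak, and the recovered depths were compared between the libraries at shared peaks. The study states that replicates were merged for its signal tracks; whether these lists were called on 1 replicate or on merged replicates, and whether a control library was used, is not stated for them. All 607 peak names carry the token 1H6 and the threshold 1e-5, and 0 carry BG4, the antibody named in the sample titles. Which antibody gave these lists could not be settled from the lists.

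Sequence names in the lists followed Ensembl (1, MT). All peak ends fell within the lengths of the hg38 sequences, and hg38 was used with the GENCODE release 44 annotation. Coordinates are given 1-based. A peak counted as a promoter peak when its interval lay within 1 kb of a transcription start site (TSS) of any annotated gene. A potential G4-forming sequence (PQS) was 4 runs of at least 3 G joined by loops of 1 to 12 bases, on either strand and inside the peak. Peaks were shared when they overlapped a peak of the other list by at least 1 bp. The sequence of each peak was compared with the mitochondrial sequence (16569 bp) with blastn 2.17.0. A peak outside the mitochondrial sequence was placed in a nuclear copy of mitochondrial DNA when a match of at least 90 bp and 70% identity (e-value at most 1e-10) covered its summit. These peaks and those on the mitochondrial sequence are called mitochondrial-like. This class was defined after the lists were examined.

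Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error over peaks only; peaks are not replicates, and fragments are not independent molecules. For a share of 0, the limit is that of 3 counts. Shares were set beside 1000 random placements that kept peak lengths and sequences and avoided unsequenced bases, of which 100 were searched for PQSs, and beside a second set in which promoter peaks were moved to random protein-coding promoters. PQSs were also counted in intervals of the same length 2 kb to each side of a peak. The rank of shared peaks was their median percentile of fold enrichment in their own list, or among the peaks kept when a class was left out, beside 10000 random lists of the same size. The ranges given for random placements and lists hold the central 95% of draws.

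The depth behind each peak was recovered from the authors' fold enrichment and −log10 p-value, which MACS2 derives from the pileup (fragments over the summit) and the background expected there. The recovery was tested on simulated data, where it returned 100% of 500 known pileups, against 4.6% whole numbers by chance after the p-value was changed. The simulated values came from the same formulas, at pileups below those of the mitochondrial sequence, so this checked the solving only. In the lists, 99.6% of WT and 100% of DNMT1-KO pileups came out whole, with a tolerance of 0.02. The backgrounds fell on steps of 1 fragment end in a 10 kb window in 100% of the 499 WT and 86 DNMT1-KO peaks used. This is how MACS2 sets its background from the library itself.

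Peaks and genes were named by rules set before the data were examined. The peaks were the 5 of highest fold enrichment in each list, and the 5 of highest fold enrichment among the unshared peaks of each list. The promoters of 9 genes of interest (MTARC1, DBI, ASL, DHRS3, KCNK3, WDR6, VEGFA, PDGFRB and DNMT1) were looked up whatever the result. The text of the study does not name DHRS3, KCNK3 or WDR6. The 7 unshared DNMT1-KO peaks outside mitochondrial-like sequence were named after their values were seen. Alternatives covered stricter thresholds, other sequences, merged entries, other definitions of overlap, promoter and PQS, equal list lengths, another ranking measure and a pseudocount of 0. The exclusion of mitochondrial-like peaks was added after the data were examined. Signal tracks, chromatin accessibility, methylation and expression were not analysed here, and no blacklist was used here. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0; the genome was indexed with samtools 1.23.1.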

Results

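To compare where G4s were detected in wild-type cells and in cells with a mutation of DNMT1, the peak lists of 1 WT and 1 DNMT1-KO CUT&Tag library of HEK293T cells were analysed. The WT list held 515 peaks on 28 sequences, and the DNMT1-KO list held 92 peaks on 23 sequences. WT peaks had a median length of 443 bp and covered 262740 bp. DNMT1-KO peaks had a median length of 613.5 bp and covered 65351 bp. The lowest −log10 q-value was 5.34 in the WT list and 5.64 in the DNMT1-KO list. Among the alternatives, keeping peaks at or above the median fold enrichment of their own list moved the WT count most, to 258 peaks, and left 46 DNMT1-KO peaks.

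The depth behind the peaks was low outside mitochondrial-like sequence, where the median pileup was 26 fragments in the WT list and 25 fragments in the DNMT1-KO list. Over all peaks, the lowest pileup was 10 and 11 fragments, respectively. If the genome size preset in MACS2 was used without a control library, the lowest background in either list allowed at most about 4050000 fragments per library. At such pileups, a site with few fragments was not detectable, so an absent peak does not show that a G4 was absent.

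The lists differed in the share of peaks that lay in mitochondrial-like sequence, which both still held although the methods of the study name the removal of blacklisted regions. In the DNMT1-KO list, 46 of 92 peaks (50%, interval 39.4 to 60.6%) had their summit there, of which 4 were on the mitochondrial sequence and 42 in nuclear copies of it. In the WT list, 22 of 515 peaks did (4.27%, interval 2.70 to 6.40%), with 5 on the mitochondrial sequence and 17 in nuclear copies. Random placements, which kept peaks of the mitochondrial sequence on it, gave at most 5.43% for the DNMT1-KO list and 1.36% for the WT list. The nuclear copies matched mitochondrial DNA with a median identity of 79.7% in the DNMT1-KO list and 80.1% in the WT list. Their peaks were poorer in G and C than the other nuclear peaks. The median GC content was 40.7% against 58.5% in the DNMT1-KO list, and 41.9% against 62.0% in the WT list.

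**Figure D1:**
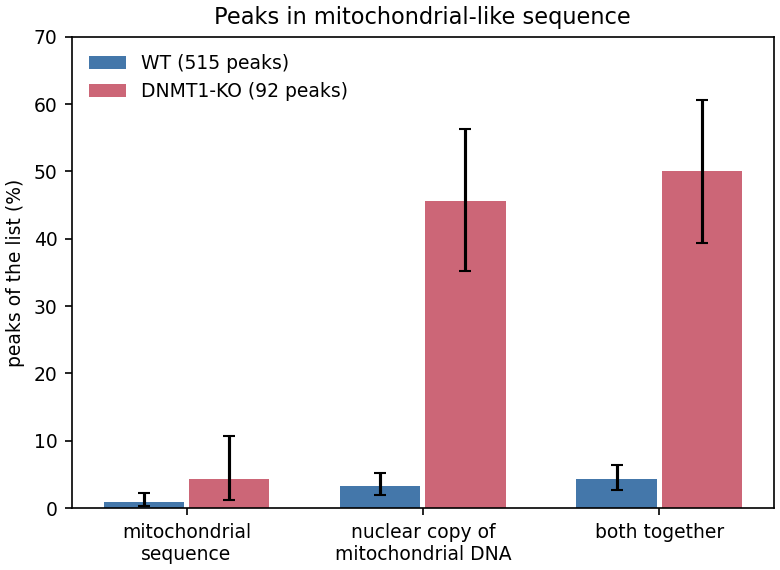
Share of the peaks of each list (%, y axis) on the mitochondrial sequence, in nuclear copies of mitochondrial DNA and in both together; bars are the WT (515 peaks) and DNMT1-KO (92 peaks) libraries and error bars are exact 95% intervals. Both classes together hold 4.27% of the WT list and 50% of the DNMT1-KO list.

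To determine how far the lists coincided, overlapping peaks were counted. Of the DNMT1-KO peaks, 59 of 92 (64.1%, interval 53.5 to 73.9%) overlapped a WT peak, against a median of 3.26% in random placements and 4.35% when promoter peaks were moved to random protein-coding promoters. Of the WT peaks, 60 of 515 (11.7%, interval 9.01 to 14.7%) overlapped a DNMT1-KO peak, against a median of 0.777% in both sets of placements. The share of DNMT1-KO peaks was moved most, to 28.3%, when as many WT peaks as the DNMT1-KO list has were used. Overlap depended on the class of the peak. Outside mitochondrial-like sequence, 39 of 46 DNMT1-KO peaks were shared (84.8%, interval 71.1 to 93.7%), whereas 16 of 42 peaks in nuclear copies were (38.1%, interval 23.6 to 54.4%). The order was the opposite in the WT list, where 39 of 493 peaks outside mitochondrial-like sequence (7.91%, interval 5.69 to 10.7%) and 16 of 17 in nuclear copies (94.1%, interval 71.3 to 99.9%) were shared. Of the 33 DNMT1-KO peaks that were not shared, 26 lay in nuclear copies of mitochondrial DNA.

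Most peaks of both lists were promoter peaks. In the WT list, 479 of 515 peaks (93.0%, interval 90.5 to 95.1%) lay within 1 kb of a TSS, against a median of 11.5% in random placements. In the DNMT1-KO list, 71 of 92 peaks (77.2%, interval 67.2 to 85.3%) did, against 14.1%. The largest shift came from using TSSs of protein-coding genes alone, which gave 85.8% for WT and 42.4% for DNMT1-KO. Of the 42 DNMT1-KO peaks in nuclear copies, 30 lay within 1 kb of an annotated TSS and 0 within 1 kb of a protein-coding one, which allows a share of up to 7.14%. Without mitochondrial-like peaks, the promoter share was 93.7% (interval 91.2 to 95.7%) in the WT list and 80.4% (interval 66.1 to 90.6%) in the DNMT1-KO list. With 1 library per genotype this difference was not tested.

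Sequences able to form G4s were then searched in the peaks. A PQS was found in 305 of 515 WT peaks (59.2%, interval 54.8 to 63.5%), against a median of 11.7% in random placements and 13.5% in flanking intervals. When promoter peaks were moved to random protein-coding promoters, the median was 44.1% (range 39.7 to 47.3%). In the DNMT1-KO list, 34 of 92 peaks (37.0%, interval 27.1 to 47.7%) held a PQS, against 15.2% in random placements and 17.1% in flanking intervals. Over all DNMT1-KO peaks the share lay within the range of random promoters, which had a median of 40.2% (range 31.0 to 48.9%); this set also moves peaks at the TSSs of mitochondrial pseudogenes to protein-coding promoters. Without mitochondrial-like peaks, the shares were 60.4% (interval 56.0 to 64.8%) for WT and 54.3% (interval 39.0 to 69.1%) for DNMT1-KO, so that the intervals overlapped. Random promoters then gave a median of 43.8% (range 40.2 to 46.8%) for WT and 38.0% (range 27.1 to 51.1%) for DNMT1-KO, where 2 of 100 draws were as high as the peaks. Restricting the search to 200 bp centred on the summit moved both shares most among the planned settings, to 36.5% for WT and 21.7% for DNMT1-KO. In nuclear copies of mitochondrial DNA, 6 of 42 DNMT1-KO peaks (14.3%) held a PQS.

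**Figure D2:**
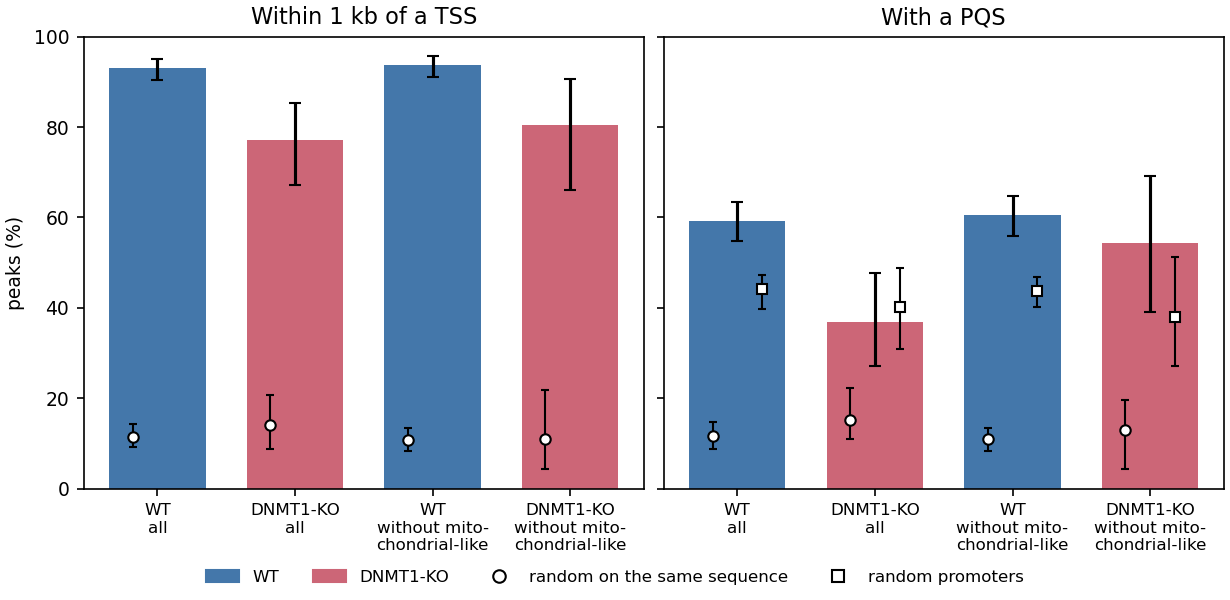
Share of peaks (%, y axes) within 1 kb of a TSS (left) and with a PQS (right) in the WT and DNMT1-KO libraries, for all peaks and without mitochondrial-like peaks; bars carry exact 95% intervals, and open circles (random placements on the same sequence) and open squares (random protein-coding promoters) are medians with the central 95% of draws. Without mitochondrial-like peaks the PQS share of the DNMT1-KO list is 54.3% in place of 37.0%.

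Shared peaks were ranked within each list. In the WT list, the 60 shared peaks had a median percentile of 71.6 in fold enrichment, above the range of 38.6 to 62.0 in random lists of the same size, which 0 of 10000 lists reached. In the DNMT1-KO list, the 59 shared peaks had a median percentile of 48.9, within the random range of 43.5 to 57.6. Outside mitochondrial-like sequence, the share of WT peaks that were shared was 4.03% in the 124 peaks of lowest fold enrichment and 13.8% (17 of 123 peaks) in the 123 of highest.

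The peak of highest fold enrichment was at the same site in both lists, in a nuclear copy of mitochondrial DNA on chromosome 17. It spanned 22521161 to 22521856 in WT, with 2918 fragments at the summit, and 22520824 to 22521859 in DNMT1-KO, with 3751 fragments. It was intergenic, matched mitochondrial DNA with 79.7% identity over 464 bp and held no PQS. The other top WT peaks were on chromosome 21 at 8234280 to 8234708 (intergenic, within 1 kb of a TSS of ENSG00000286155), on chromosome 3 at 93470362 to 93470743 (intergenic, GC content 21.5%), on chromosome 8 at 33011534 to 33012509 (a nuclear copy in an intron of ENSG00000247134) and on the unplaced sequence GL000220.1 at 120744 to 121238. Of these 5 peaks, 1 held a PQS. The 5 top DNMT1-KO peaks included the same sites on chromosomes 17, 8, 3 and 21, and a nuclear copy on chromosome 4 at 64606885 to 64607348, within 1 kb of a TSS of MTCO3P27; 0 of the 5 held a PQS.

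Among DNMT1-KO peaks that were not shared, the 5 of highest fold enrichment all lay in nuclear copies of mitochondrial DNA. They were on chromosome 7 at 64112067 to 64112705 (a noncoding exon of MTND1P2), on chromosome 2 at 237523031 to 237523831 (an intron of MLPH), on chromosome Y at 8370215 to 8371009 (intergenic), on chromosome 8 at 36277809 to 36278616 (a noncoding exon of MTCYBP19) and on chromosome 8 at 67585456 to 67586250 (an intron of CPA6). Outside such sequence, 7 DNMT1-KO peaks were not shared, with pileups of 15 to 24 fragments. Of these, 6 were promoter peaks, at HNRNPA0, MYO1F, DAGLB, UBAP2, DPP9 and RSRC2, and the other was intergenic on chromosome 20 at 31593523 to 31593891. The 5 unshared WT peaks of highest fold enrichment were the GL000220.1 peak above, peaks on chromosome 21 at 8420070 to 8420491 (an intron of ENSG00000280441) and 8219795 to 8220169 (an intron of ENSG00000278996), a nuclear copy on chromosome 2 at 87824890 to 87825382 (a noncoding exon of MTATP8P2 and RGPD2) and a peak on chromosome 1 at 144412540 to 144412885 (a noncoding exon of RNVU1-15).

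The 9 genes of interest were looked up in both lists. None of the 9 had a promoter peak in either list. The nearest WT peak was 80043 bp from a TSS of WDR6, and the nearest peaks to a TSS of DNMT1 were 101994 bp away in the WT list and 1143376 bp away in the DNMT1-KO list. At this depth these lookups show only that no peak was called there.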

Values the study reported

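The study reported 16,041 G4 peaks in WT cells and 14,337 in DNMT1-KO-2 cells, of which 12,322 were common to both. It placed 71.3% of the peaks of WT cells and 75.3% of those of DNMT1-KO-2 cells in promoters.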

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

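The exclusion of mitochondrial-like peaks was chosen after the data were examined; the other alternatives were set before. The threshold of −log10 q of at least 5 and the merging of overlapping entries removed 0 peaks from either list, so they say nothing about stability and are left out of the count. Of the 50 other recomputed values, 30 stayed within the interval, the factor of the count or the side of the random range of the reported value, and 20 moved.

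Keeping peaks at or above the median fold enrichment of their list left 258 WT and 46 DNMT1-KO peaks by construction, and moved the WT promoter share to 89.1% and the DNMT1-KO PQS share to 26.1%. Widening the promoter to 3 kb gave 95.3% for WT and 88.0% for DNMT1-KO, and protein-coding TSSs alone gave 85.8% and 42.4%. Loops of 1 to 7 bases lowered the PQS share to 40.8% in WT and 22.8% in DNMT1-KO, and 200 bp centred on the summit lowered it to 36.5% and 21.7%. Each of these definitions is narrower or wider by construction. With as many WT peaks as the DNMT1-KO list has, 28.3% of each list overlapped the other.

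Without mitochondrial-like peaks, 46 DNMT1-KO peaks were left, the share of DNMT1-KO peaks that overlapped a WT peak was 84.8%, the share of WT peaks that overlapped a DNMT1-KO peak was 7.91%, and 54.3% of DNMT1-KO peaks held a PQS. The WT list had the larger promoter share and the larger PQS share under every alternative run here. The rank of shared peaks kept its side of the random range in both lists under the 4 alternatives tried for it.

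With a pseudocount of 0 in the fold enrichment, 4.66% of WT and 5.43% of DNMT1-KO pileups came out whole, about the share that chance gives, so the pileups rest on the pseudocount that MACS2 adds. The low pileups limit every count of peaks, and the wide intervals of the DNMT1-KO list follow from its 92 peaks.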

Other observations

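The mitochondrial-like class was defined after the lists were examined, and the tests of chance placement, exact matches (in copies and in peaks), mitochondrial fragments, G4 sequence and fragment number were chosen after the results they bear on had been seen at least in part. The rank test was written down before its result was seen, but its restriction to peaks outside that class was not planned before the data were examined.

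The WT list held 515 peaks. That is lower than the value quoted from the study above. The DNMT1-KO list held 92 peaks. That is lower than the value quoted from the study above. Shared peaks numbered 59 in the DNMT1-KO list. That is lower than the value quoted from the study above, which a list of 92 peaks could not have reached. The order of the promoter shares was also the opposite of the one quoted. Both lists carry the token 1H6 in all 607 peak names in place of the antibody of the sample titles, and which library they were called from was not settled. Peaks on the mitochondrial sequence and at its nuclear copies remain in both lists although the methods of the study name a blacklist, so the share of such peaks may reflect a removal that was not applied to these lists; without them the share of DNMT1-KO peaks that overlapped a WT peak was 84.8%.

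Mitochondrial-like sequence held 50% of the DNMT1-KO peaks. It held 46 peaks there against 22 in the WT list, while peaks elsewhere numbered 46 against 493. The higher share therefore also reflects the fewer DNMT1-KO peaks elsewhere. Chance placement is argued against, since random placements gave 4.35% at the median and 5.43% at most. Copies with a DNMT1-KO peak had a median longest exact match to mitochondrial DNA of 43.5 bp, against a range of 25.5 to 32.0 bp for copies of like length with no peak, over the 26 of 32 copies that had enough such copies to compare. These matches were taken over whole copies, of a median length of 5361 bp, and can lie away from the peak. Within the peak intervals the median was 37.5 bp, against a range of 19 to 24 bp in windows of the same length in copies with no peak, and 42 of 42 peaks lay above the median of their windows. Reads of mitochondrial DNA placed on nuclear copies could give this. The median identity of 79.7% at the peaks and the short median match go against whole reads being placed at a typical copy. They do not rule it out at every copy, since identity reached 99.2% and the longest exact match in a peak was 279 bp. The reads themselves were not analysed here. At the 5 overlapping pairs of peaks on the mitochondrial sequence the pileup was higher in the DNMT1-KO library, by a median log2 ratio of 0.37 (range 0.24 to 0.44). These pairs are not all separate, since 1 DNMT1-KO peak (12440 to 14528) overlapped WT peaks at 12493 to 13430 and at 13780 to 14529. The pileups of these WT peaks did not come out whole, and the first of these pairs gave the median. The 16 shared nuclear copies had a median of 0.35 but went both ways: 5 were lower in the DNMT1-KO library, the quartiles were -0.11 and 0.73, and the range was -0.49 to 1.51. The 39 shared pairs elsewhere had a median of -0.54. Whether more mitochondrial fragments in the DNMT1-KO library as a whole gave the class stays open, since this spread leaves it undecided. G4 sequence may contribute too, but 36 of 42 DNMT1-KO peaks in nuclear copies held no PQS. The share with a PQS was 14.3%, against a median of 4.76% (range 0 to 11.9%) in windows of the same length centred in copies with no peak. These windows could run past the ends of their copy, so the comparison is not of copy sequence alone and does not settle this. Whether the higher share follows from the mutation of DNMT1 or from the preparation of 1 library stays open, since each genotype has 1 library.

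The DNMT1-KO list was shorter than the WT list. Outside mitochondrial-like sequence, the WT peaks that overlapped a DNMT1-KO peak had a median percentile of 71.6 among the 493 WT peaks there, above the range of 34.8 to 64.7 in random lists, which is consistent with weaker peaks having fallen under the threshold. Overlap with a DNMT1-KO peak rose from 1 of the 124 WT peaks of lowest −log10 p (0.806%, interval 0.0204 to 4.41%) to 23 of the 123 of highest (18.7%, interval 12.2 to 26.7%), so most of the strongest WT peaks had no DNMT1-KO peak either. The 10 kb windows at shared peaks held fewer fragment ends in the DNMT1-KO library in 38 of 39 pairs, with a median log2 ratio of -0.65. Each window includes the fragments of the peak itself, so weaker peaks would lower these counts as well, and the ratio does not measure depth alone. Fewer nuclear fragments in the DNMT1-KO library could also give it. Whether fewer fragments were the whole cause cannot be told apart. Scaling all WT peaks by that ratio left 281 of 493 past the lowest −log10 p of the DNMT1-KO list, while 39 overlapped a DNMT1-KO peak. A log2 ratio of -1.62 would be needed to leave that many, which 1 of the 39 pairs reached. These values go against fewer fragments as the whole cause, but the ratio is known only at peaks called in both libraries, which leaves out the sites that lost their peak. A loss of G4s in DNMT1-KO cells stays open as well, and these lists do not test it. The study reported the opposite direction. Its CUT&Tag signal was greater in DNMT1-KO-2 cells across the genome and at the peaks common to both cell lines. By immunofluorescence the G4 signal was higher in both of its mutant lines, and fell when DNMT1 was expressed again in DNMT1-KO-2 cells. At the 39 shared pairs the pileup relative to its window was not lower in the DNMT1-KO library. The median log2 ratio was 0.08, and 25 of 39 pairs were higher there. These pairs also leave out the sites that lost their peak. Since each window includes the peak's own fragments, a weaker peak lowers both terms, so this ratio can hide part of a decrease.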
